# MicroRNA profiling associated with muscle growth in modern broilers compared to an unselected chicken breed

**DOI:** 10.1186/s12864-018-5061-7

**Published:** 2018-09-17

**Authors:** Bhuwan Khatri, Dongwon Seo, Stephanie Shouse, Jeong Hoon Pan, Nicholas J. Hudson, Jae Kyeom Kim, Walter Bottje, Byungwhi C. Kong

**Keywords:** miRNA, Pedigree male broiler, Barred Plymouth Rock, Production efficiency, Differential expression

## Abstract

**Background:**

Genetically selected modern broiler chickens have acquired outstanding production efficiency through rapid growth and improved feed efficiency compared to unselected chicken breeds. Recently, we analyzed the transcriptome of breast muscle tissues obtained from modern pedigree male (PeM) broilers (rapid growth and higher efficiency) and foundational Barred Plymouth Rock (BPR) chickens (slow growth and poorer efficiency). This study was designed to investigate microRNAs that play role in rapid growth of the breast muscles in modern broiler chickens.

**Results:**

In this study, differential abundance of microRNA (miRNA) was analyzed in breast muscle of PeM and BPR chickens and the results were integrated with differentially expressed (DE) mRNA in the same tissues. A total of 994 miRNA were identified in PeM and BPR chicken lines from the initial analysis of small RNA sequencing data. After filtering and statistical analyses, the results showed miR-2131-5p, miR-221-5p, miR-126-3p, miR-146b-5p, miR-10a-5p, let-7b, miR-125b-5p, and miR-146c-5p up-regulated whereas miR-206 down-regulated in PeM compared to BPR breast muscle. Based on inhibitory regulations of miRNAs on the mRNA abundance, our computational analysis using miRDB, an online software, predicated that 118 down-regulated mRNAs may be targeted by the up-regulated miRNAs, while 35 up-regulated mRNAs appear to be due to a down-regulated miRNA (i.e., miR-206). Functional network analyses of target genes of DE miRNAs showed their involvement in calcium signaling, axonal guidance signaling, and NRF2-mediated oxidative stress response pathways suggesting their involvement in breast muscle growth in chickens.

**Conclusion:**

From the integrated analyses of differentially expressed miRNA-mRNA data, we were able to identify breast muscle specific miRNAs and their target genes whose concerted actions can contribute to rapid growth and higher feed efficiency in modern broiler chickens. This study provides foundation data for elucidating molecular mechanisms that govern muscle growth in chickens.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-5061-7) contains supplementary material, which is available to authorized users.

## Background

Genetically selected modern broiler chickens are characterized by rapid growth and improved feed efficiency compared to unselected counterparts. These traits are beneficial to meet the global protein needs for an ever increasing human population [1, 2]. Understanding the mechanism behind rapid muscle growth and high feed efficiency in chickens will help in maintaining sustainable protein source through improved animal production system.

MicroRNAs are short 18–24 nucleotides long non-coding regulatory RNAs that target mRNAs for cleavage, deadenylation or translational inhibition of gene expression at post-transcriptional level [3, 4]. In recent years, many studies have shown the vital roles of miRNAs in various aspects of biological phenomenon associated with growth and development [5–8]. Recently, a total of 921 miRNAs were identified from breast muscles of fast and slow growing broilers [9]. Of note, let-7b was experimentally validated through genetic analyses in chickens to affect signaling pathways regulating skeletal muscle growth [10]. The miR-1 was shown to promote myogenesis by targeting histone deacetylase (HDAC) 4, a transcriptional repressor protein of muscle gene expression. The miR-133 was proven to enhance myoblast proliferation by repressing serum response factor (SRF) [11]. The miR-26a was reported to accelerate the process of myogenesis through induction of creatine kinase and up-regulation of *myoD* and *myogenin* [12]. All these reports suggest that miRNAs are important regulators of muscle growth and development in vertebrate animals.

Extensive genetic selection has led to rapid growth rate and large muscle mass in modern broilers compared to unselected chicken breeds [13]. In a previous study, we identified differentially expressed genes associated with breast muscle myogenesis in pedigree male (PeM) broilers (rapidly growing, higher efficiency, and large muscle mass) compared with Barred Plymouth Rock (BPR) chickens (slowly growing, poorer efficiency, and small muscle mass) [2]. This transcriptomic analysis indicated that rapid growth and large muscle mass shown in modern broilers may be due to altered mitochondrial functions, growth signaling pathways, oxidative stress pathway, and/or hormone receptor pathways. To elucidate regulatory roles of miRNAs on muscle growth and production efficiency, we profiled differentially expressed (DE) miRNAs using small RNA sequencing followed by prediction of potential target mRNAs; and eventually, miRNA profiling results were integrated with transcriptomic data of DE genes obtained by previous mRNA sequencing study [2].

## Methods

### Ethics statement

The present study was conducted in accordance with the recommendations in the guide for the care and use of laboratory animals of the National Institutes of Health. All procedures for animal care complied with the University of Arkansas Institutional Animal Care and Use Committee (IACUC): Protocol #14012.

### Samples

This study was conducted with modern pedigree male (PeM) broilers provided by Cobb Vantress, Inc. (Siloam Springs, AR) [14] and foundational Barred Plymouth Rock (BPR) chickens maintained at the Poultry Research Facilities of Arkansas Agricultural Experiment Station, University of Arkansas (Fayetteville, AR). Breast muscle tissues were obtained from PeM, highly selected for growth and feed efficiency [14, 15], and BPR as described elsewhere [2]. Briefly, immature PeM and BPR chickens (≤8 weeks old, *n* = 6 per breed) were killed by an overdose of sodium pentobarbital (i.v. injection) and breast muscle tissue was obtained and flash frozen in liquid nitrogen. Total RNAs were extracted from the muscle tissue using TRIzol reagent (Thermo-Fisher Scientific, Carlsbad, CA) following manufacturer’s protocol. Extracted RNA samples were treated with DNase I (New England Biolabs Inc., Ipswich, MA) and purified again using TRIzol reagent. RNA quality was then assessed using Agilent 2200 TapeStation instrument (Santa Clara, CA). All RNA samples showed high enough quality and quantity (RNA Integrity Number; RIN > 5.5; data not shown), that were confirmed by sequencing core facility.

### MicroRNA sequencing and data analysis

Library preparation for individual samples and sequencing were performed by the Research Technology Support Facility at Michigan State University (East Lansing, MI). Illumina TruSeq system 1 × 50 bp single end read method was used for miRNA sequencing. Quality of raw reads were determined using a FastQC tool kit [16] and adapters were trimmed using bbduk.sh command line of BBMap toolkit (https://sourceforge.net/projects/bbmap/). The clean reads were then aligned to reference mature miRNA sequences of *Gallus gallus* obtained from miRBase (http://mirbase.org/) using the Arraystar program in Lasergene software package (DNAStar, Madison, WI) and read counts were normalized by reads per millions to stabilize the variance. Differential expression with normalized read counts was further analyzed using JMP Genomics 9 (SAS Institute Inc., Cary, NC). MicroRNAs with less than 5 average read counts in both comparison groups were not considered for further analysis. The t-statistics was used to compare abundances between PeM and BPR, and miRNAs showing fold change > 1.2 and *p*-value < 0.05 were considered as DE.

### Hierarchical clustering

DE miRNAs of PeM and BPR were subjected to hierarchical cluster analysis using JMP Genomics Program. A matrix with as many columns as birds (12) and as many rows as DE miRNA (9) were imported in which each cell contained log2 transformed fold change value for that miRNA and bird into JMP Genomics Program, normalizing on rows. After, hierarchical clustering on both rows and columns were applied followed by dendrogram image production.

### Target prediction of DE miRNA

Online miRNA target prediction tool, miRDB (http://www.mirdb.org/) was used to predict potential targets of DE miRNAs. The predicted targets of DE miRNA were then integrated with DE mRNA list obtained from same breast muscle tissue in our earlier study [2]. The mRNA showing opposite direction of expression to their corresponding miRNA were chosen as targets of DE miRNAs and used for subsequent bioinformatics analyses.

### Ingenuity pathway analysis

Ingenuity Pathway Analysis (IPA; Qiagen, Valencia, CA; https://www.qiagenbioinformatics.com/) software was used for construction of interaction network between DE miRNA and their candidate targets. Since IPA is based on bioinformatics in humans, functionalities for DE miRNAs in the chicken datasets are principally based upon mammalian biological mechanisms. As investment in biomedical research biases the functional annotations towards human disease, we have attempted to draw plausible conclusions based on avian literature [2]. All target genes of DE miRNAs were subjected to IPA analysis for functional annotation and canonical pathways mapping among which all target genes were identified by IPA.

### Small RNA purification, cDNA synthesis and quantitative real time PCR (qPCR)

Sixty micrograms of total RNA samples from 6 muscle samples each for PeM and BPR were used for small RNA enrichment and subsequent validation of miRNA sequencing results by qPCR. Small RNAs were enriched using mirVana miRNA isolation kit (Ambion, Carlsbad, CA) following manufacturer’s instructions. Enriched small RNAs were polyadenylated using Poly(A) Polymerase (Ambion) and re-purified using QIAquick Nucleotide Removal Kit (Qiagen). The polyadenylated small RNAs were then ligated with RNA oligonucleotide adapter (Table 1), treated with RNaseOUT and reverse transcribed to cDNA using adapter primer and SuperScript III reverse transcriptase (Thermo-Fisher Scientific). The cDNA samples were diluted to 1:10 ratio and a portion (2 μl) of cDNA was used for qPCR reaction using ABI prism 7500HT system (Thermo-Fisher Scientific) with PowerUp SYBR Green Master Mix (Thermo-Fisher Scientific). Primers were synthesized by Integrated DNA Technologies (Coralville, IA), and are listed in Table 1. The qPCR condition was as follows: 1 cycle at 95 °C for 2 min, 40 cycles at 95 °C for 30 s, 60 °C for 30 s. The chicken 5S ribosomal RNA was used as internal control. Dissociation curves were generated at the end of amplification process for validating data quality. All qPCR reactions were conducted three times and values of average cycle threshold (Ct) were determined for each sample, and 2^-ΔΔCt^ values for the comparison of PeM and BPR were used for relative quantification by fold-change and statistical significance.

**Table 1:** Primers used for qPCR. The first column indicates primer names and the second column shows their sequences

Name	Sequence
RTQ_primer	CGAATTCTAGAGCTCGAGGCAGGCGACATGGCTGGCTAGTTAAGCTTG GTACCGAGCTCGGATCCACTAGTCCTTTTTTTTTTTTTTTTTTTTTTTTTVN
RTQ-UNIr	CGAATTCTAGAGCTCGAGGCAGG
miR-146c-5p	TGAGAACTGAATTCCATGGACTG
miR-146b-5p	TGAGAACTGAATTCCATAGGCG
miR-10a-5p	TACCCTGTAGATCCGAATTTGT
miR-2131-5p	CTGTTACTGTTCTTCTGATGG
miR-221-5p	AACCTGGCATACAATGTAGATTTCTGT
miR-10b-5p	TACCCTGTAGAACCGAATTTGT
let-7b	TGAGGTAGTAGGTTGTGTGGTT
miR-125b-5p	TCCCTGAGACCCTAACTTGTGA
miR-206	TGGAATGTAAGGAAGTGTGTGG
5S_rRNA-F1	AAGCCTACAGCACCCGGTAT

## Results

### MicroRNA profiling in PeM and BPR chickens by miRNA sequencing

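Small RNAs from the breast muscle of 12 birds were sequenced individually, 6 from the pedigree male (PeM) broiler line and 6 Barred Plymouth Rock (BPR) chickens. The sample labels give an age of 8 weeks for every bird, and the methods give 8 weeks as the upper limit. The authors trimmed the adapters, aligned the reads to the mature chicken miRNAs of miRBase and deposited RPM, which scales each bird's reads to the same total, for 38 miRNAs in each bird. The paper's text does not name the number of mismatches allowed or the miRBase release. The deposited RPM values were the same as those of Additional file 1, with a largest relative difference of 4.6e-06. PeM and BPR were compared on log2(RPM) with limma, a linear model in which each miRNA's variance is moderated towards that of all miRNAs. No pseudocount was needed, since the lowest value in the table was 507.6 RPM. Fold change was taken from the difference of the mean log2(RPM), and a miRNA was called differentially expressed (DE) at the thresholds of the study, an unadjusted p under 0.05 and a fold change over 1.2. Benjamini-Hochberg adjusted p-values over the 38 miRNAs and an exact two-sided permutation test over all assignments of 6 of the 12 birds were computed beside it. The smallest p that this permutation test can give is 0.00216. Log2(RPM) of any pair of birds correlated across miRNAs at 0.892 to 0.98, and no pair of libraries was a duplicate.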

MicroRNA Sequencing of 12 samples yielded 33,727,148 and 51,310,328 raw sequence reads from PeM and BPR samples, respectively. After adapter trimming, 17,751,585 and 22,922,027 clean reads remained in PeM and BPR, respectively (data not shown). 

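The RPM values of each bird were whole multiples of 1 step, which is the value of 1 read. With that step, 443 of the 456 values (97.1%) came out as whole reads, and 10 of the 13 others were let-7 miRNAs. The totals obtained in this way ranged from 4784 to 12454 reads per BPR bird, with a median of 6963.5, and from 3021 to 9120 reads per PeM bird, with a median of 4134. With 6 birds per breed, the test of the lower depth in PeM (exact two-sided permutation test, p = 0.0952) neither shows nor excludes a difference. PeM bird 16 had 9120 reads, against 3021 to 4858 in the other PeM birds. The range of those other birds meets that of BPR only at its lower end. The test was not repeated without that bird. Together the 6 BPR birds had 44660 such reads, which is 0.195% of the 22922027 clean reads that the paper reports for BPR. The 6 PeM birds had 28783, which is 0.162% of the 17751585 clean reads that the paper reports for PeM. The RPM values use the smaller totals, and why these are so far below the clean reads could not be checked. The value of 1 read was between 80.3 and 331 RPM, depending on the bird.

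**Figure D1:**
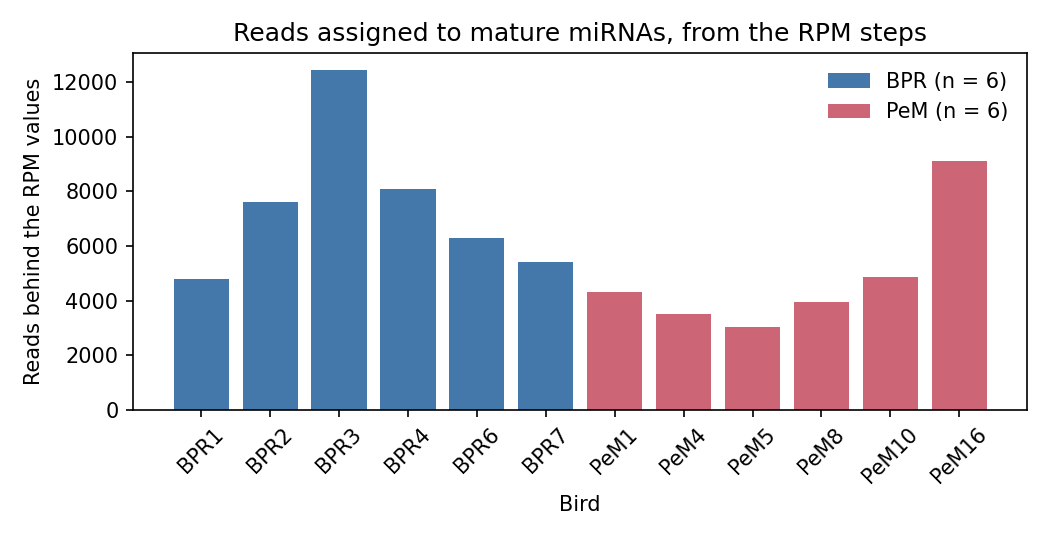
Reads behind the RPM values of each bird, calculated from the step of its RPM values; each bar is 1 bird, blue for BPR (n = 6) and red for PeM (n = 6). The bars run from 3021 reads in PeM bird 5 to 12454 reads in BPR bird 3.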

After alignment of clean reads to chicken reference mature miRNA collections, a total of 994 mature miRNAs were identified in both PeM and BPR. Rarely expressed mature miRNAs (i.e., raw read count < 5) were filtered out, resulting in 38 miRNAs remained as meaningfully expressed and were used for subsequent analyses (Additional file 1).

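All 38 miRNAs of the deposited table averaged at least 5 reads per bird in both breeds, when the reads were calculated from the RPM steps. The lowest average was 5.3 reads per bird, for miR-146b-5p in BPR. Counts were low for many of them: 15 of the 38 miRNAs averaged under 20 reads in at least 1 breed, and 6 had under 5 reads in at least 1 bird. The 38 miRNAs held between 87.6% and 94.65% of the reads of each bird. In 47 of the 76 combinations of miRNA and breed, the spread between birds was larger than the counting error of the reads (permutation of reads among birds, unadjusted p under 0.05). All 38 miRNAs were tested for a difference between PeM and BPR.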

### Differentially expressed miRNAs in PeM compared to BPR

Nine DE miRNAs showing *p*-value < 0.05 and fold change > 1.2 were identified in PeM compared with BPR (Table 2). 

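With limma on log2(RPM), 8 of the 38 miRNAs passed both thresholds of the study, 7 higher and 1 lower in PeM. The higher ones were miR-2131-5p, miR-221-5p, miR-146b-5p, miR-10a-5p, miR-126-3p, miR-125b-5p and miR-146c-5p, and the lower one was miR-206. The study's thresholds are not adjusted for the number of miRNAs tested. After Benjamini-Hochberg adjustment of limma's p-values, 5 miRNAs had an adjusted p under 0.05, all of them higher in PeM. These were miR-2131-5p, miR-221-5p, miR-146b-5p, miR-10a-5p and miR-126-3p. A fold change threshold of 1.5 in place of 1.2 left 5 calls. Centring each bird on its median left 6 calls, all higher in PeM. In simulated birds of the same depth and spread, 92.9% of miRNAs with a log2 change of 1 and 60.4% of those with a log2 change of 0.5 were called among the 38 miRNAs, against 5.2% and 4.5% of unchanged miRNAs. From a t-statistic per miRNA on the normalized values and these thresholds, the paper identifies its DE miRNAs (Table 2).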

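The largest change was that of miR-2131-5p (gene MIR2131), at 927 ± 138 RPM in BPR and 2505 ± 726 RPM in PeM (SD, n = 6 birds each). Its log2 fold change was 1.39 (standard error 0.21, adjusted p = 0.000392 from limma), and all 6 PeM birds were above all BPR birds (exact permutation test, p = 0.00216, the smallest possible). These values rest on an average of 7 reads per BPR bird and 11 reads per PeM bird. The SD between birds was 14.9% of the mean in BPR and 29.0% in PeM. Counting error alone would give 39.7% and 32.1%, so limma's standard error and p-value may be too small. MiR-221-5p (MIR221) was at 2740 ± 965 RPM in BPR and 6500 ± 1766 RPM in PeM, a log2 fold change of 1.27 (standard error 0.27, limma adjusted p = 0.00598). MiR-146b-5p (MIR146B) had a log2 fold change of 1.28 (standard error 0.33, limma adjusted p = 0.0198). It averaged 5.3 reads per BPR bird and 10.5 reads per PeM bird. PeM bird 16 alone had 31 of its reads, and the other PeM birds had 2 to 10 each. Without PeM bird 16 its log2 fold change was 1.082, and it was still called. MiR-146b-5p shares its first 17 bases with miR-146c-5p. Its log2 ratio to miR-146c-5p was higher in PeM by 0.78, which the exact permutation test (p = 0.052) leaves undecided. MiR-10a-5p (MIR10A), which differs from the miR-10b-5p primer of Table 1 at 1 base, rose by 0.97 on the log2 scale (limma adjusted p = 0.021), and its ratio to miR-10b-5p was not detectably different between breeds (exact permutation test, p = 0.225). MiR-125b-5p, whose name matched 2 genes (MIR125B2 and MIR125B-1), and miR-146c-5p (MIR146C-1) rose by 0.59 and 0.51. Their limma adjusted p-values were 0.103 and 0.178, so neither passed after adjustment. PeM bird 5 was far above the other PeM birds in miR-125b-5p and PeM bird 16 in miR-146c-5p, while PeM bird 4 was far below them in miR-10a-5p. In miR-146b-5p, BPR bird 6 was far above the other BPR birds. The values of PeM bird 4 in miR-10a-5p (10 reads) and BPR bird 6 in miR-146b-5p (7 reads) cannot be told apart from counting error (binomial test, p = 0.137 and 0.138). For miR-146c-5p the call was kept in 6 of the 12 fits that each left out 1 bird.

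Let-7b (MIRLET7B) was at 26643 ± 3366 RPM in BPR and 31810 ± 3666 RPM in PeM. Its log2 fold change of 0.26 (standard error 0.14) corresponds to a fold change of 1.196, and limma gave an adjusted p of 0.308. It passed neither threshold of the study in this fit, while the exact permutation test of the same difference gave p = 0.0195. Let-7b and let-7c-5p were both not whole reads in 3 birds, while their sum was. That sum was higher in PeM by 0.19 on the log2 scale, which the exact permutation test (p = 0.0714) leaves undecided. MiR-206 (MIR206) was at 31760 ± 3523 RPM in BPR and 23407 ± 6017 RPM in PeM, a log2 fold change of -0.47 (standard error 0.18, limma adjusted p = 0.103), and 4 of the 6 PeM birds were below all BPR birds (exact permutation test, p = 0.013). It was no longer called when each bird was centred on its median, where its log2 fold change was -0.518 (unadjusted p = 0.0714 from limma).

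**Figure D2:**
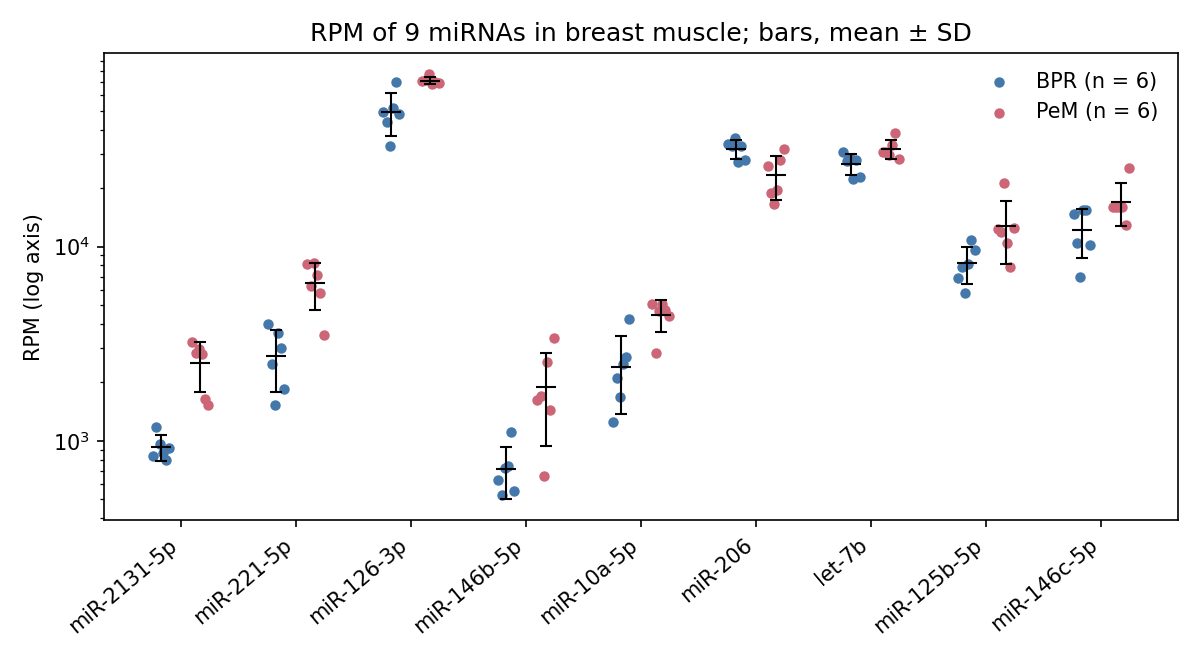
RPM of 9 miRNAs in breast muscle on a log axis; each point is 1 bird, blue for BPR (n = 6) and red for PeM (n = 6), and black bars give the mean and SD. The points of the breeds do not overlap for miR-2131-5p, where all 6 PeM birds are above the BPR birds, and overlap for the other 8.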

Among 9 DE miRNAs, 8 miRNAs including miR-2131-5p, miR-221-5p, miR-126-3p, miR-146b-5p, miR-10a-5p, let-7b, miR-125b-5p, and miR-146c-5p were up-regulated while miR-206 was down-regulated in PeM compared to BPR breast muscle (Table 2). All DE miRNAs were validated using qPCR (Table 2). Our qPCR results indicated that expression patterns of 8 out of 9 miRNAs were in good agreement with miRNA sequencing data in terms of their direction and magnitude of change. One (miR-126-3p) out of 9 miRNAs did not match with miRNA sequencing which may be due to different approaches for data normalization. 

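In the sequencing data, miR-126-3p (gene MIR126) ranked 3 by mean RPM over both breeds, though it was below miR-17-5p in BPR alone. It was at 49350 ± 12200 RPM in BPR and 71550 ± 2956 RPM in PeM (SD, n = 6 birds each). Its log2 fold change was 0.57 (standard error 0.16, adjusted p = 0.0283 from limma), and 3 of the 6 PeM birds were above all BPR birds (exact permutation test, p = 0.00866). It rests on an average of 350.3 reads per BPR bird and 340.7 reads per PeM bird. The spread between PeM birds did not exceed the counting error of their reads (permutation of reads among the 6 PeM birds, p = 0.808), while that between BPR birds, from 33001 to 70318 RPM, did (permutation p = 1e-05, the smallest these permutations can give). The alternative normalizations of the sequencing data were centring on each bird's median and rescaling without the 2 most abundant miRNAs. MiR-126-3p was still called higher in PeM, with log2 fold changes of 0.525 and 0.557. Both moved it little, so they are weak tests, and neither bears on the normalization of the qPCR. The paper proposes different approaches to data normalization as a reason for its qPCR result.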

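The 12 birds were clustered on log2(RPM) of the 9 miRNAs of Table 2, each centred and scaled over the birds. The paper's text does not name the linkage, and Ward's method on Euclidean distances was used. Cutting the tree into 2 clusters placed all 12 birds with their own breed. The last merge was at a height of 10.23, against 4.48 for the merge before it. The mean distance was 2.94 between birds of the same breed and 4.92 between birds of different breeds. Average linkage, complete linkage and centring without scaling also placed 12 birds. With all 38 miRNAs, 9 of the 12 birds fell with their breed, and with the 29 miRNAs outside Table 2, 6 did, the lowest number that 2 clusters can give. The 9 miRNAs had been chosen for their difference between the same birds. When the 9 miRNAs of lowest p were chosen anew without 1 bird, and that bird was assigned to the breed with the nearer mean, 12 of 12 birds were assigned to their own breed.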

Additionally, hierarchical clustering showed clear discrimination of 12 birds into correct group of origin (Fig. 1).

**Table 2:** Comparison of fold change between miRNAseq and qPCR in breast muscle tissue of PeM compared to BPR broilers

miRNA	Sequence	miRNAseq		qPCR
		FC^a^	*p*-value	FC ± SEM^b^
miR-2131-5p	AUGCAGAAGUGCACGGAAACAGCU	2.62	5.71E-05	1.45 ± 0.24
miR-221-5p	AACCUGGCAUACAAUGUAGAUUUCUGU	2.42	0.001	1.43 ± 0.31
miR-126-3p^c^	UCGUACCGUGAGUAAUAAUGCGC	1.49	0.002	−0.87 ± 0.15^c^
miR-146b-5p	UGAGAACUGAAUUCCAUAGGCG	2.44	0.005	1.88 ± 0.30
miR-10a-5p	UACCCUGUAGAUCCGAAUUUGU	1.96	0.005	1.17 ± 0.10
miR-206	UGGAAUGUAAGGAAGUGUGUGG	−0.72	0.017	−0.62 ± 0.11
let-7b	UGAGGUAGUAGGUUGUGUGGUU	1.20	0.027	1.20 ± 0.16
miR-125b-5p	UCCCUGAGACCCUAACUUGUGA	1.51	0.028	1.17 ± 0.09
miR-146c-5p	UGAGAACUGAAUUCCAUGGACUG	1.42	0.049	1.31 ± 0.13

^a^Values denote linear fold changes obtained from miRNAseq analyses

^b^Values denote linear fold changes plus/minus standard error of the mean (SEM) from qPCR

^c^Indicate inconsistent fold change between RNAseq and qPCR

**Fig. 1:**
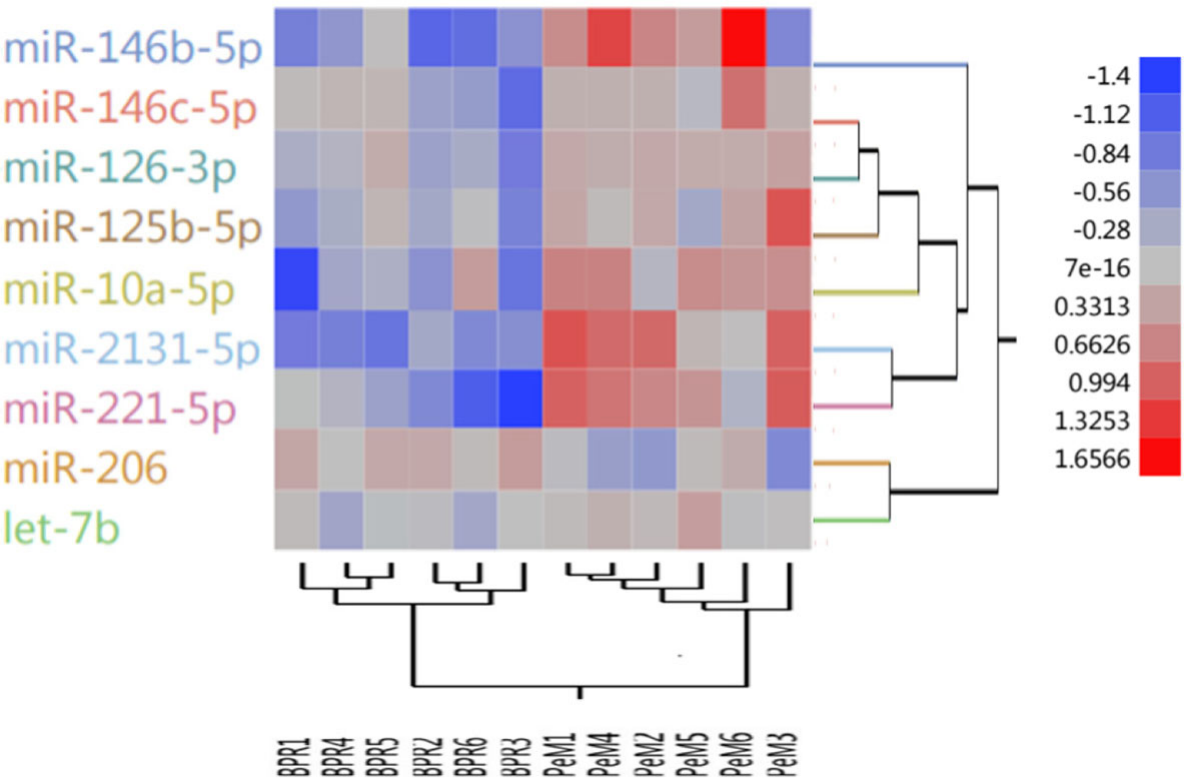
Hierarchically clustered heat map of 9 DE miRNA. Red and blue represent up and down-regulated expression in PeM respectively. Color density indicated level of fold change

### Target prediction and network analysis

In our recent study, DE mRNAs were identified by mRNA sequencing analysis in the same breast muscle tissues of PeM and BPR [2]. To investigate potential interactions between miRNA and mRNA expression, miRDB (http://mirdb.org), an online tool for miRNA target prediction and functional annotations was used to predict target genes of validated, DE miRNAs. A total of 2194 genes (mRNAs) were predicted as potential targets for 8 qPCR validated DE miRNAs (except miR-126-3p which showed inconsistent fold change values between miRNAseq and qPCR) (data not shown). Target mRNAs for DE miRNA were integrated with our DE mRNA dataset (retrieved from Kong et al., 2017). Expressions showing opposite direction to corresponding miRNA (e.g., down-regulated transcripts that are targets of up-regulated miRNA in PeM) were chosen for further pathway analysis using the IPA. According to the miRNA-mRNA interaction criteria, 153 candidate target genes for 8 miRNAs were identified (Additional file 2) including 118 down-regulated transcripts potentially targeted by 7 up-regulated miRNAs (miR-2131-5p, miR-221-5p, miR-146b-5p, miR-10a-5p, let-7b, miR-125b-5p, and miR-146c-5p). Similarly, it was predicted that 35 up-regulated transcripts might be modulated by down-regulated miRNA (miR-206) in PeM muscle samples.

As results of pathway analyses with DE miRNA and their target genes, the top biological functions of target genes were identified by the IPA using its features, “Top Canonical Pathways” and “Physiological System Development and Function” (Table 3). The most relevant biological functions of DE miRNA and their target DE mRNA in skeletal muscle included axonal guidance signaling, glycine degradation, calcium signaling, serine biosynthesis, zymosterol biosynthesis, endocrine system development and function, embryonic development, organismal development, skeletal and muscular system development and function, and tissue organismal development.

**Table 3:** Top biological functions of target genes between PeM and BPR as presented by IPA

Top Canonical Pathways	*p*-value
Axonal Guidance Signaling	0.00991
Glycine Degradation (Creatine Biosynthesis)	0.0131
Calcium Signaling	0.0303
Serine Biosynthesis	0.0325
NRF2-mediated oxidative stress response	0.0361
Zymosterol Biosynthesis	0.0389
Physiological System Development and Function	*p*-value range
Endocrine System Development and Function	1.96E-02 - 2.56E-04
Embryonic Development	2.86E-02 - 4.33E-04
Organismal Development	2.92E-02 - 4.33E-04
Skeletal and Muscular System Developmental and Function	2.61E-02 - 6.36E-04
Tissue Development	2.86E-02 - 8.86E-04

## Discussion

In this study, an extensive set of miRNAs was identified by small RNA sequencing and their potential roles in muscle growth and feed efficiency were determined in PeM and BPR chickens. Among a total of 994 mature miRNAs identified (data not shown), the 38 mature miRNAs were abundantly present in breast muscle of PeM and BPR birds (Table 4). 

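Besides miR-1a-3p and miR-146c-5p, the paper's paragraph on abundant miRNAs discusses miR-133c-3p, miR-30a-5p, miR-30d, miR-10b-5p, miR-148a-3p, miR-199-5p, miR-21-5p and miR-22-3p. These 8 had between 0.24% and 1.58% of the reads each, as the average over the 12 birds. MiR-30d was at 16441 ± 3202 RPM in BPR and 15215 ± 3857 RPM in PeM (SD, n = 6 birds each). MiR-22-3p, the lowest of them, was at 1988 ± 432 RPM in BPR and 2714 ± 1758 RPM in PeM, from an average of 14.2 and 12 reads per bird. MiR-146c-5p, which had 1.46% of the reads, passed the thresholds of the study between the breeds in limma, and none of the 8 did. The largest log2 fold change among them was that of miR-10b-5p, at 0.62 (standard error 0.3, adjusted p = 0.244), from 5047 ± 1763 RPM in BPR to 8048 ± 3339 RPM in PeM. MiR-10b-5p was called higher in PeM when RPM was rescaled without the 2 most abundant miRNAs and with limma-trend, in which the variance depends on abundance. The log2 fold changes of the other 7 lay between -0.23 and 0.23, with limma adjusted p-values from 0.588 to 0.965.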

Of those, miR-1a-3p was the most abundant with average read per million reads (RPM) of 334,936.0 and 337,938.6 in BPR and PeM chickens, respectively (Table 4). 

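MiR-1a-3p was at 334936 ± 29294 RPM in BPR and 337939 ± 39399 RPM in PeM (SD, n = 6 birds each), from an average of 2522 reads per BPR bird and 1627.2 reads per PeM bird. It held 33.64% of the reads on average over the 12 birds, and miR-30c-5p held a further 18.28%. Together the most abundant pair took 51.92%. MiR-1a-3p was first by mean RPM, by median RPM, by share of the reads of the listed miRNAs and with each bird left out in turn. Its log2 fold change between the breeds was 0.01 (standard error 0.13, adjusted p = 0.974 from limma; exact permutation test, p = 0.933), so that no difference was detectable at this depth and spread. MiR-17-5p, next after miR-126-3p by mean RPM over both breeds, was at 58040 ± 4052 RPM in BPR and 53308 ± 14347 RPM in PeM. MiR-30c-5p was at 186869 ± 17959 RPM in BPR and 178734 ± 14945 RPM in PeM. For neither was a difference between the breeds detectable (limma adjusted p = 0.659 for miR-17-5p and 0.823 for miR-30c-5p).

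**Figure D3:**
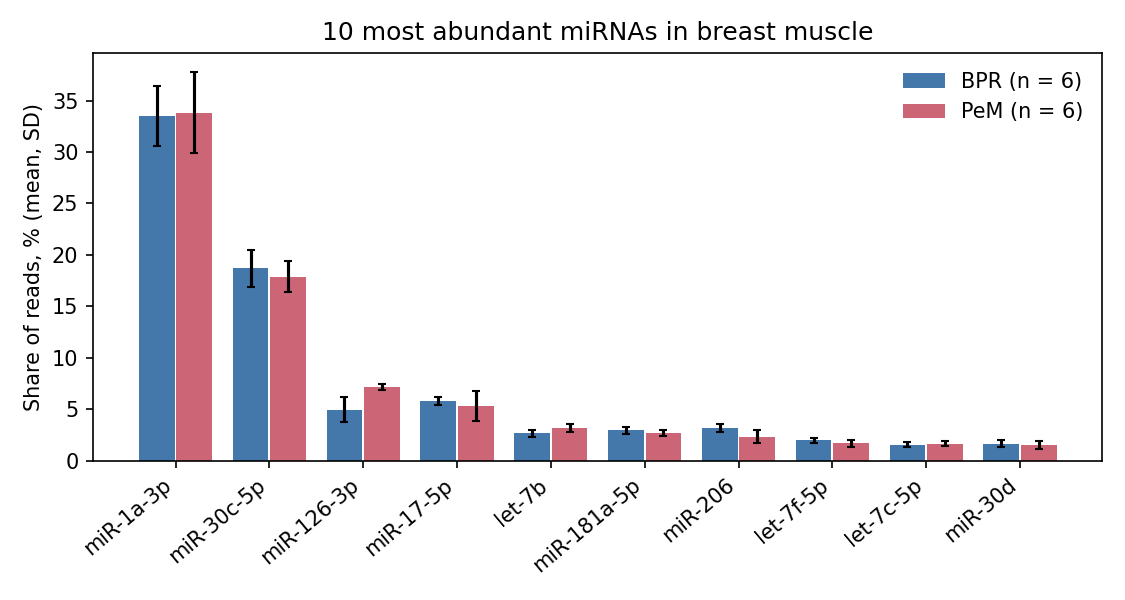
Mean share of reads of the 10 most abundant miRNAs, in percent, with SD; blue bars are BPR (n = 6) and red bars PeM (n = 6). MiR-1a-3p stands at 33.64% and miR-30c-5p at 18.28% on average over both breeds, and the other 8 are lower.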

A study conducted in mice showed the role of the elevated miR-1a-3p in suppressing multiple factors required for the phosphorylation of the c-Jun N-terminal kinases/Mitogen activated protein kinase (JNK/MAPK) pathway and thereby promoting the expression of transcriptional factor MyoD [17], a myogenic regulatory factor required for skeletal muscle development [18]. However, the role of miR-1a-3p in muscle growth in chickens has not been studied. The other miRNA, miR-133c-3p, that was abundantly expressed in chicken breast muscle [19], enhances skeletal muscle proliferation and differentiation by repressing SRF [11]. Similarly, miR-21 and miR-146c have been recently identified as miRNAs upregulated in chicken interdigital regression and associated with inflammation, cell senescence, and programed cell death [20]. Additionally, a previous study reported upregulated expression of miR-21 in breast muscle of low body weight chickens [9]. Other studies in chicken and rats have reported the inhibitory effect of miR-21 in proliferation of pre-adipocytes and renal tubular epithelial cells, respectively [21, 22]. In addition, miR-22-3p, miR-30a-5p, miR-30d, miR-10b, miR-148a, miR-146c-5p and miR-199 were also known as abundantly present in breast muscles [9]. Altogether, evidences in literature suggest that abundant miRNAs identified in our samples may play role in enhanced growth and development of breast muscle of modern broilers.

**Table 4:** Abundant mature miRNAs present in breast muscle of PeM and BPR chickens

	*RPM				*RPM		
miRNA	Ave. BPR	Ave. PeM	**Mean	miRNA	Ave. BPR	Ave. PeM	**Mean
gga-miR-1a-3p	334,936.0	337,938.6	336,437.3	gga-miR-133a-5p	6298.4	6064.0	6181.2
gga-miR-30c-5p	186,869.2	178,733.7	182,801.4	gga-miR-10b-5p	5047.2	8048.4	6547.8
gga-miR-126-3p	49,349.8	71,550.1	60,450.0	gga-miR-24-3p	5001.3	4388.1	4694.7
gga-miR-17-5p	58,039.9	53,308.0	55,673.9	gga-miR-16-5p	4105.2	5268.3	4686.8
gga-let-7b	26,643.5	31,809.5	29,226.5	gga-miR-301b-3p	4767.5	4666.8	4717.1
gga-miR-181a-5p	29,530.8	26,834.5	28,182.7	gga-miR-221-5p	2740.1	6499.7	4619.9
gga-miR-206	31,760.2	23,406.7	27,583.5	gga-miR-21-5p	3496.3	3803.9	3650.1
gga-let-7f-5p	19,774.2	16,839.1	18,306.6	gga-miR-20a-5p	3395.8	3528.7	3462.3
gga-let-7c-5p	15,467.4	16,304.0	15,885.7	gga-miR-451	4919.9	2846.0	3883.0
gga-miR-30d	16,441.3	15,214.6	15,827.9	gga-miR-10a-5p	2409.5	4459.7	3434.6
gga-miR-146c-5p	12,167.9	17,007.6	14,587.8	gga-miR-221-3p	2993.7	3519.9	3256.8
gga-miR-222a	10,032.7	12,212.6	11,122.6	gga-let-7 g-5p	3044.1	3207.3	3125.7
gga-miR-133c-3p	9874.8	11,030.0	10,452.4	gga-miR-103-3p	2819.7	2995.4	2907.6
gga-miR-30a-5p	9682.9	10,924.1	10,303.5	gga-miR-22-3p	1988.3	2714.4	2351.3
gga-miR-193a-3p	11,370.2	10,310.7	10,840.4	gga-miR-2954	1977.5	1520.8	1749.2
gga-miR-125b-5p	8184.5	12,684.1	10,434.3	gga-miR-1454	1545.4	1526.3	1535.9
gga-miR-26a-5p	8965.0	7300.4	8132.7	gga-miR-2131-5p	927.1	2505.3	1716.2
gga-miR-199-5p	8310.5	7656.8	7983.6	gga-miR-128-3p	1276.4	1466.2	1371.3
gga-miR-148a-3p	6703.5	6804.6	6754.1	gga-miR-146b-5p	713.6	1894.0	1303.8

*RPM denotes average Reads Per Million reads

**Mean is the average RPM value of BPR and PeM

Of eight DE miRNAs validated with qPCR, expressions of miR-146b-5p, miR-125b-5p, miR-2131-5p, let-7b, miR-221-5p miR-146c-5p, miR-126-3p, and miR-10a-5p were higher in PeM muscle while the miR-206 showed lowered expression in PeM. All DE miRNAs have been shown to be involved in muscle development in various animal species [5, 7, 9, 23–25]. MiR-206 is specifically expressed in skeletal muscle and functions in muscle differentiation and cell proliferation in chickens and human [26–28]. Let-7b has been reported to be abundantly expressed in breast and skeletal muscle in chickens and to play roles in growth regulation via targeting growth hormone receptor [29]. MiR-10a is a well characterized miRNA and is known to implicate with muscle development and myogenesis regulation in various animals [7, 23, 24, 30]. MiR-146b is a known regulator of skeletal myoblast differentiation in vitro and muscle regeneration in mice [25]. MiR-126 mediates vascular integrity and angiogenesis. It also elicits direct effects on regulation of skeletal muscle growth and activation of insulin like growth factor 1(IGF-1) [31, 32]. MiR-125b is known to regulate calcification of vascular smooth muscle cells. It targets IGF in both regenerating muscles and myoblasts [33]. There is evidence of expression of miR-221 controlled by Ras-MAPK pathway. It is involved in vascular smooth muscle proliferation and plays a role in progression from myoblasts to myocytes developing into fully differentiated phenotype [10, 34]. Therefore, all DE miRNAs identified in this study seem to be closely related with muscle growth and development in chickens to their mammalian counterparts.

To understand cellular and physiological mechanisms in chickens muscle development, DE miRNA and their target DE mRNA were subjected to in silico pathway analysis using the IPA. The network analysis of DE miRNA-DE mRNA pairs (showing opposite expression patterns between miRNA and DE mRNA) were shown to be interlinked with P38 MAPK, ERK1/2, PI3K, and insulin-signaling pathways (Fig. 2). Further, functions associated with these genes include embryonic development, organ development, organismal development, and molecular transport. In the network, the up-regulation of annexin A2 (ANXA2), tropomyosin 3 (TPM3) and eukaryotic translation initiation factor 2 alpha kinase 3 (EIF2AK3) genes seemed to be directly regulated by down-regulation of miR-206 and their close association with P38 MAPK, ERK1/2, PI3K and insulin signaling cascades. ANXA2, lipocortin II or p36, which is a 36-kDa Ca^2+^-dependent protein of the annexin superfamily plays regulatory functions in proliferation, migration and cytoskeletal formation in muscle cells [35, 36]. TPM3 binds to actin filaments in muscle cells. In association with troponin complex, TPM3 has central role in controlling contraction of striated muscle in vertebrates [37]. EIF2AK3, a metabolic stress sensing protein kinase, phosphorylates eukaryotic translation initiation factor 2 and is also involved in controlling mitochondrial morphology and function [38, 39]. Therefore, it is possible that the interaction between miR-206 and its target genes may reflect the rapid myogenesis shown in breast muscle of PeM chickens. Interestingly, the down-regulated target genes of miR-146, miR-10a-5p, miR-125b-5p, miR-2131-5p and let-7b are also assigned to these signaling pathways.

**Fig. 2:**
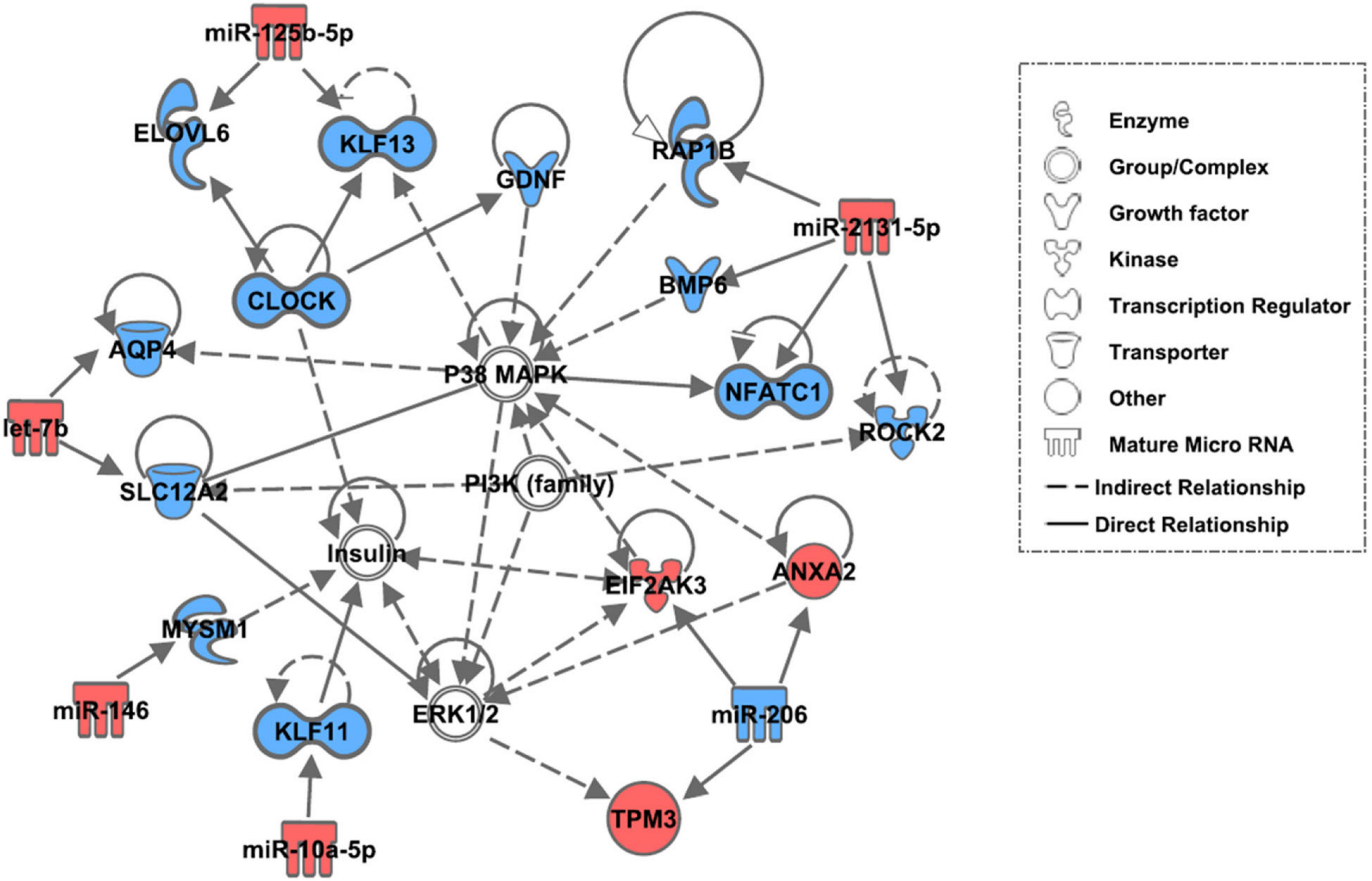
Network associated with P38 MAPK, ERK1/2, PI3K and insulin signaling pathways. Genes and miRNA filled with red are up-regulated while symbols in blue color are down-regulated in PeM in comparison to BPR

From the IPA canonical pathway analysis, we found that the targeted DE mRNAs were associated with calcium signaling (*p*-value 3.03E-02; Fig. 3), axonal guidance signaling (p-value 9.91E-03; Fig. 4), and NRF2-mediated oxidative stress response (p-value 3.61E-02; Fig. 5) pathways. The target genes involved in calcium signaling pathway include: HDAC11 gene (target of miR-10a-5p); a member of RAS oncogene family (RAP1B) and nuclear factor of activated T-cells 1 (NFATC1) genes (targets of miR-2131-5p); and TPM3 and bone morphogenetic protein 6 genes (BMP6) (targets of miR-206). It is well established that the homeostasis of intracellular calcium level is important for muscle growth and development. The increased intracellular level of Ca^2+^ can occur due to both poor Ca^2+^-ATPase activity and disturbance of sarcolemma integrity which results in hypercontraction of myofibers and degeneration of muscle mass [40–43]; the IPA suggests that this pathway might have been modulated by miR-10a-5p and miR-2131-5p thereby leading to larger muscle mass observed in PeM compared to BPR chickens. We also found the involvement of target genes of miR-2131-5p in axonal guidance signaling pathway; the predicted target mRNAs of miR-2131-5p included RAP1B, leucyl and cystinyl aminopeptidase, CRK like proto-oncogene, adapter protein, Rho associated coiled-coil containing protein kinase 2, BMP7, and NFATC1. Interestingly, Mutryn et al. (2015) recently suggested possible roles of axonal guidance signaling pathway in the breast muscle myopathy in chickens [40]. In a different study, miR-2131-5p has been reported as a mature miRNA specific to the avian lineage with unknown functions [44]. Hence, it is postulated that DE miR-2131-5p can play roles in regulation of axonal guidance signaling pathway in breast muscle of chickens. Further investigations and validation works might be warranted with regards to the implications of calcium metabolism and axonal guidance signaling in PeM samples and responsible physiological roles of DE miRNAs therein.

**Fig. 3:**
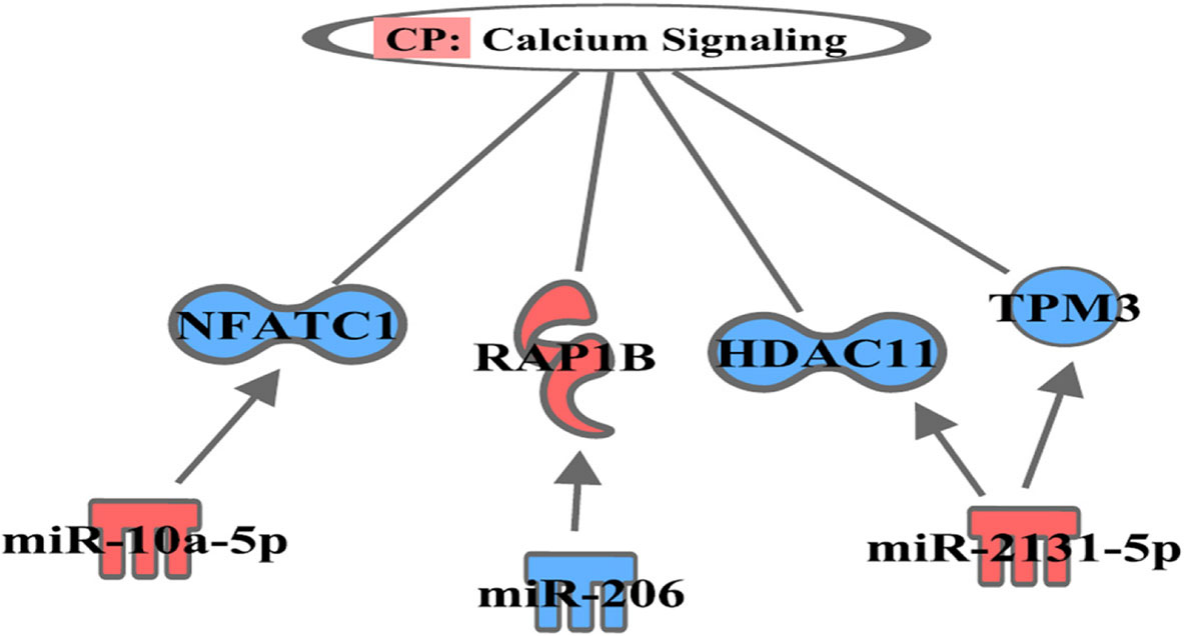
Pathway of calcium signaling predicted by IPA. Color symbols were indicated in the legend of Fig. 2

**Fig. 4:**
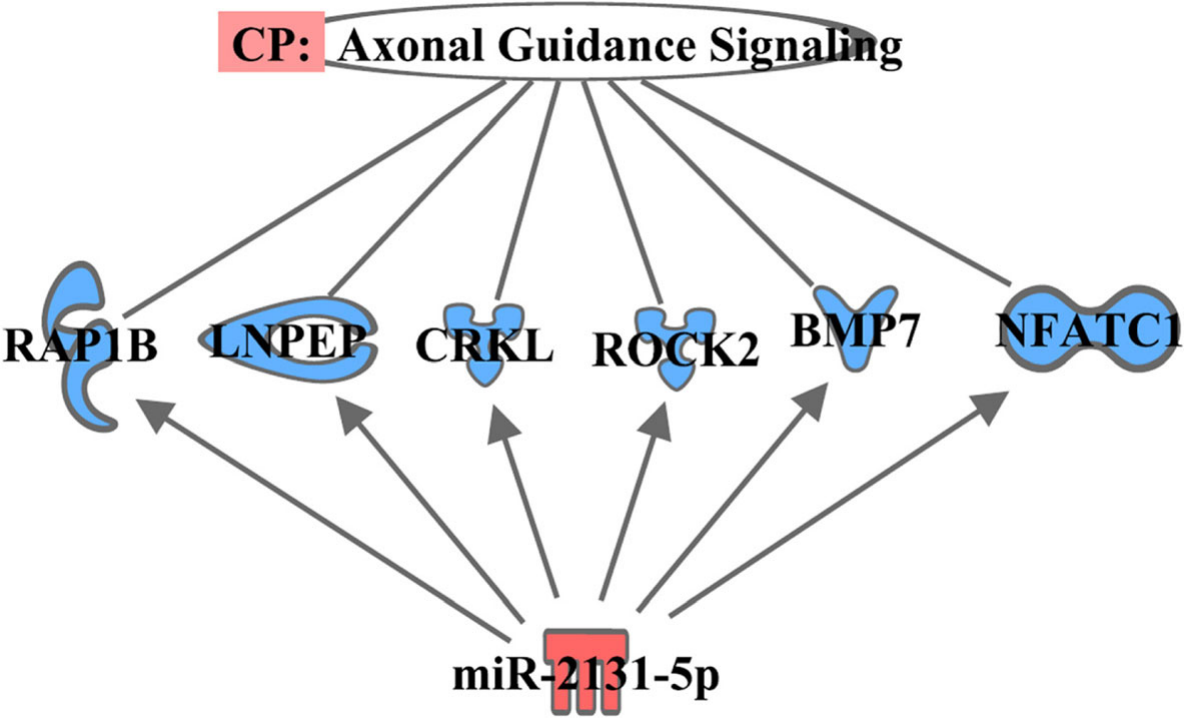
Pathway of axonal guidance. Color symbols were indicated in the legend of Fig. 2

**Fig. 5:**
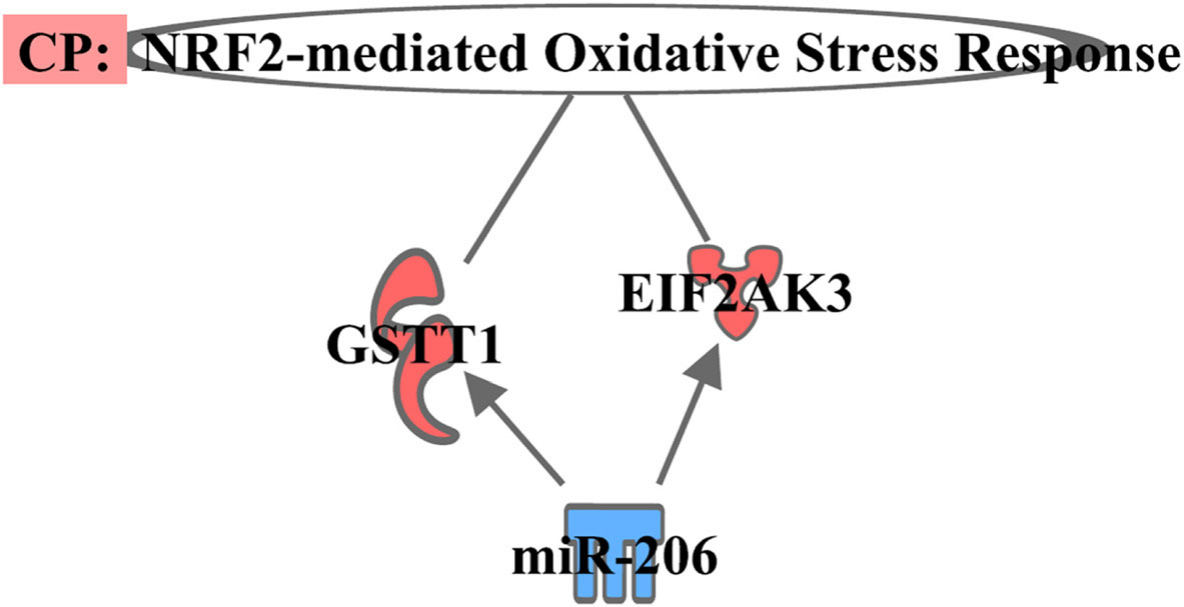
Pathway of NRF2-mediated oxidative stress response. Color symbols were indicated in the legend of Fig. 2

Last, we identified EIF2AK3 and glutathione S-transferase theta 1 (GSTT1) genes (targets of miR-206) involved in NRF2-mediated oxidative stress response pathway. NRF2 is one of the main factors responding to both oxidative and xenobiotic stresses. It plays a critical role in neutralizing oxidative stress by activating the expression of antioxidants and detoxifying enzymes [45]. The activation of EIF2AK3 and GSTT1 genes is associated with decreased level of reactive oxygen species [46, 47]. Previously, the augmentation of the NRF2-mediated oxidative stress response pathway is observed in breast muscle of higher feed efficient and rapidly growing chickens [48]. Therefore, increased expression of EIF2AK3 and GSTT1 genes, as a result of down-regulation of miR-206, implied the activation of canonical NRF2-mediated response pathway for scavenging reactive oxygen species from breast muscle of rapidly growing PeM chickens.

## Conclusion

Using miRNA sequencing, integrated analyses of miRNA-mRNA data and IPA, we were able to identify breast muscle specific miRNAs and their target genes whose concerted actions can contribute to rapid growth and higher feed efficiency in modern broiler chickens. We believe our comprehensive analysis enables us to better understand miRNA and their physiological roles in breast muscle growth in chickens. Future validation studies are warranted in regards to interactions between miRNA and target genes (e.g., in vitro transfection studies) to characterize functions of miRNAs and their specific targets in the context of rapid muscle growth and development.

## Additional files

Additional file 1: Read Per Million values of abundantly expressed miRNAs for indivial samples. (XLSX 22 kb)

Additional file 2: Target mRNAs of differentially expressed and qPCR validated miRNAs in PeM and BPR comparison. (XLSX 20 kb)

## Abbreviations

ANXA2: Annexin A2
ATP: Adenosine triphosphate
BMP7: Bone morphogenetic protein 7 gene
BPR: Barred Plymouth Rock
cDNA: Complementary DNA
Ct: Cycle threshold
DE: Differentially expressed
EIF2AK3: Eukaryotic translation initiation factor 2 alpha kinase 3
ERK1/2: Extracellular signal-regulated kinase
GSTT1: Glutathione S-transferase theta 1
HDAC: Histone deacetylase
IACUC: Institutional Animal Care and Use Protocol
IGF-1: Insulin like growth factor 1
IPA: Ingenuity Pathway Analysis
JNK: c-Jun N-terminal kinases
MAPK: Mitogen activated protein kinase
miRNA: MicroRNA
mRNA: messenger RNA
NFATC1: Nuclear factor of activated T-cells 1
NRF2: Nuclear related factor 2
PeM: Pedigree Male
PI3K: Phosphoinositide 3-kinase
qPCR: quantitative reverse transcription polymerase chain reaction
RAP1B: RAS oncogene family
SRF: Serum response factor
TPM3: Tropomyosin 3

How the deposited data were processed for this re-analysis (not part of the article)

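Breast muscle miRNAs were measured by small RNA sequencing in 6 PeM and 6 BPR birds. Each bird's breed and number were taken from the sample labels and Additional file 1. The authors trimmed the reads with bbduk, aligned them to the mature chicken miRNAs of miRBase with ArrayStar, left out miRNAs averaging under 5 reads in both breeds and deposited RPM, which scales each bird's reads to the same total, for 38 of 994 miRNAs. The same deposited table holds the authors' log2 mean and log2 fold change and the authors' p-value of each miRNA, which is not adjusted. The deposited p-value was that of an equal-variance statistic on log2(RPM), to within a relative difference of 6.1e-07. All 12 columns of RPM were used, and the authors' p-values and log2 columns only for checks. The 38 miRNAs of the table all matched gene names in the RefSeq gene table of assembly GRCg7b, 11 of them to more than 1 gene. It was used for names and for which genes neighbour each other, and no coordinates are given because the paper's text does not name a genome build.

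The number of reads behind each bird's RPM values was recovered by trying every total from 1000 to 20000 and keeping the one with which most values were whole reads within 0.005. Totals were between 3021 and 12454 reads per bird, so that a floor of 3 reads corresponds to 240.9 to 993 RPM. Counting error from these reads covers sampling only, since PCR reads without molecular identifiers are not independent molecules. The recovered reads were used for depth, counting error, thinning and limma-voom, and not for the main test.

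PeM was compared with BPR with limma 3.58.1 in R 4.3.3 on log2(RPM) without a pseudocount, with breed as the only factor (moderation by 3.93 prior degrees of freedom). The methods of the paper name a t-statistic, and limma stands in for it. Calls used an unadjusted p under 0.05 and a fold change over 1.2. The exact two-sided permutation test covered all assignments of 6 of the 12 birds. The spread of reads between the birds of a breed was compared with counting error by permuting reads among those birds 99999 times. The fit was tested on simulated birds with known changes, in 50 rounds of 9 changed miRNAs among 38. Clustering used Ward's method on 9 miRNAs. Sequence pairing used ViennaRNA 2.7.2, and figures and tests used Python 3.11.15, scipy 1.17.1 and matplotlib 3.10.9.

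The tests between the breeds, the rule for the miRNAs named and the alternatives listed first below were fixed before the fits were run. Several tests of technical explanations were chosen later. Additional file 1, which holds the same RPM values, had been read before any of these choices, so none was blind to the values. The miRNAs named are those of Table 2, those in the discussion's paragraph on abundant miRNAs and the 5 of highest mean RPM. Also named are any other past the thresholds and any with a bird far from the others of its breed by Dixon's test. Those that the tests of technical explanations are about are named too. The alternatives were pseudocounts of 1 and 100, centring each bird on its median, rescaling without the 2 most abundant miRNAs, limma-trend, the bird number as a replicate block, a mean of at least 2000 RPM, the exact permutation test as the test for calls, a fold change threshold of 1.5, fold changes from mean RPM, and leaving out each bird in turn, with other linkages, scalings and sets of miRNAs for the clustering and other averages for abundance. A fit without moderation and limma-voom on the recovered reads were added after seeing the data. The pairing by bird number comes from the sample titles: numbers 1 and 4 occur in both breeds and belong to different animals. The qPCR measurements, the target mRNAs and the pathway analysis were not analysed here.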

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

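The test of counting error and that of blood in the sample were chosen only after the results were seen, and the test of whole-library shifts before. In each breed, the values of the 6 birds were examined for a bird far from the others by Dixon's test, for the RPM of 38 miRNAs, the total reads and the share of reads in the listed miRNAs. Of the 80 groups, 6 had such a bird, where chance gives about 4.

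In BPR bird 4, miR-451 was at 14861 RPM (120 reads), against 1292 to 4603 RPM in the other BPR birds. The gap to the nearest bird was 0.756 of the range. In PeM bird 16, miR-146c-5p was at 25329 RPM (231 reads), against 12968 to 15990 RPM in the others, with a gap of 0.756 of the range. In PeM bird 5, miR-125b-5p was at 21185 RPM (64 reads), against 7822 to 12500 RPM, with a gap of 0.65. In PeM bird 4, miR-10a-5p was low, at 2844 RPM (10 reads), against 4386 to 5083 RPM, with a gap of 0.689. In BPR bird 6, miR-146b-5p was at 1111 RPM (7 reads), against 524.5 to 743 RPM, with a gap of 0.627. The total reads of PeM bird 16 were 9120, against 3021 to 4858 in the other PeM birds, with a gap of 0.699. What set the total of that bird apart was not tested.

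Counting error was tested with a binomial test of each bird's reads against the pooled share of the other birds of its breed. Of the 5 miRNA values, 3 differed by more than counting error (unadjusted p under 0.05): miR-451 in BPR bird 4 (120 reads where 22.7 were expected), miR-146c-5p in PeM bird 16 (231 where 138.7 were expected) and miR-125b-5p in PeM bird 5 (64 where 33.8 were expected). The binomial p was 0.137 for miR-10a-5p in PeM bird 4 and 0.138 for miR-146b-5p in BPR bird 6, so these cannot be told apart from counting error at 10 and 7 reads. A shift of the whole library was tested with the median deviation of all 38 miRNAs in that bird, and in 0 of the 5 was it at least 0.5 times the deviation of the miRNA itself. The largest was 0.15 on the log2 scale, in BPR bird 6, where miR-146b-5p deviated by 0.82. This is a weak test, since RPM scales each bird's reads to the same total and so limits such a shift beforehand.

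More blood in the muscle sample was examined as a candidate source of miR-451 in BPR bird 4, with miR-16-5p as a further red blood cell miRNA. MiR-16-5p ranked 3 of the 6 BPR birds in that bird, at 4087 RPM, which cannot show or exclude blood. Leaving out this bird changed the log2 fold change of miR-451 from -0.34 to 0.07. The design gives no condition that separates these birds from the others of their breed, so no biological explanation was tested.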

How the results depend on the processing

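A pair of the alternatives below, the fit without moderation and limma-voom on the recovered reads, were chosen after seeing the data.

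The number of DE miRNAs was 8 with limma on log2(RPM). It was also 8 with a pseudocount of 1 or 100, with fold changes from mean RPM and with the exact permutation test, and 9 after rescaling without the 2 most abundant miRNAs and with limma-trend. It was 6 after centring each bird on its median and 6 with a mean of at least 2000 RPM, a filter that removes miR-2131-5p and miR-146b-5p. A fold change threshold of 1.5 left 5. It ran from 7 to 10 over the 12 fits that each left out 1 bird. Centring on the median gave 6 higher and 0 lower in PeM (100% higher), against 7 higher and 1 lower (87.5% higher) without it, since miR-206 was no longer called and neither was miR-146c-5p. The fit without moderation called 8, and limma-voom 9. Of the 8 miRNAs, 6 were called under every one of these settings in which they were tested, the replicate block aside: miR-125b-5p, miR-10a-5p, miR-146b-5p, miR-221-5p, miR-2131-5p and miR-126-3p, except miR-126-3p at the fold change threshold of 1.5.

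The number of miRNAs with an adjusted p under 0.05 was 5. It was 4 after centring on the median, 6 with limma-trend and 7 with limma-voom, and it ran from 2 to 6 over the 12 fits that each left out 1 bird. The cause was not tested. It was 3 with the filter at 2000 RPM, which removes 2 of the 5, miR-2131-5p and miR-146b-5p, and the other 3 were the same miRNAs. With the exact permutation test it was 0, with 9 miRNAs at an unadjusted p under 0.05 and a lowest adjusted p of 0.0658. The smallest p that this test can give, 0.00216, was reached by miR-2131-5p, and 1 miRNA at that p does not pass the adjustment over 38 miRNAs by itself. The other 4 of the 5 were at 0.00433 to 0.00866.

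The bird numbers 1 and 4 occur in both breeds. With these numbers as a replicate block, on the 4 birds that carry them, 11 miRNAs were called, 5 of them among the 8, and 2 had an adjusted p under 0.05. The numbers belong to different animals, and the deviations of same-numbered birds from their breed means correlated at 0.028 and -0.173 (mean -0.072), against a mean of 0.003 for the 34 differently numbered pairs.

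All 12 birds clustered by breed on the 9 miRNAs of Table 2 under the linkages and scalings tried, but 9 did with all 38 miRNAs and 6 with the 29 others. The choice of the miRNAs on the same birds was tested as an explanation and is taken up with the other splits of the birds. Over the 12 trees that each left out 1 bird, 10 to 11 of the 11 birds were placed, and for this the cause was not tested. MiR-1a-3p stayed the most abundant under every alternative tried.

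Some miRNAs that were not called changed sign. MiR-1a-3p was at -0.037 after centring on the median and -0.005 after rescaling, and from -0.033 to 0.074 with 1 bird left out. MiR-148a-3p was at -0.021 after centring on the median and from -0.1 to 0.156 with 1 bird left out. MiR-21-5p was at -0.321 with the replicate block and from -0.047 to 0.227 with 1 bird left out. With 1 bird left out, miR-22-3p ran from -0.042 to 0.53 and miR-199-5p from -0.422 to 0.028. Centring lowers every log2 fold change by the breeds' difference in median log2(RPM), 0.046. That exceeds the uncentred changes of miR-1a-3p (0.009) and miR-148a-3p (0.025). With 1 bird left out, miR-22-3p was below 0 only without PeM bird 4, and miR-199-5p above 0 only without PeM bird 16. For the other sign changes the cause was not tested. MiR-451 ran from -0.631 to 0.074 with 1 bird left out, and it was above 0 only without BPR bird 4, the bird in which it was far above the other BPR birds. Over the 25 named miRNAs and the settings that refit each miRNA, the replicate block aside, 2 calls were lost, both after centring on the median, and 3 were gained, all for miR-10b-5p. The fits with 1 bird left out lost 6 and gained 8. The fold change threshold of 1.5 also leaves out miR-126-3p, miR-206 and miR-146c-5p.

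The planned tests of the recovered reads with the count-based programs edgeR and DESeq2 were not run, because the table has fewer miRNAs than were required for those programs. The recovered reads were used for limma-voom, for thinning and for counting error. The depth limits the miRNAs of low abundance most: 1 read is worth up to 331 RPM in a bird, and miR-146b-5p and miR-2131-5p average 5.3 and 7 reads in BPR.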

Differences from the paper's values

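With the main settings, the compared fold changes of Table 2 and mean RPM of Table 4 were within 1.5 times the paper's. So was the number of miRNAs kept. These come from the authors' own RPM values, so that outcome was fixed beforehand. The number of DE miRNAs and the clustering of the birds did not differ from the paper's by more than 1.5 times either. Under the alternatives, the number of DE miRNAs did at a fold change threshold of 1.5, at 5 against the paper's 9, and so did the clustering on the 29 miRNAs outside Table 2, at 6 birds against the paper's 12. The numbers of miRNAs higher and lower in PeM did under some alternatives.

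The paper lists let-7b among its DE miRNAs, and it was not called here. Its fold change was 1.196, below the paper's threshold of 1.2 before rounding, and its unadjusted p from limma was above 0.05, so that 8 miRNAs were called against the paper's 9, and 7 higher in PeM against the paper's 8. In the authors' deposited table, 9 miRNAs have a p-value under 0.05. With the authors' deposited p-values and the unrounded fold change over 1.2, 8 miRNAs pass, and 9 pass if the fold change is rounded to 2 decimals and 1.2 is counted as passing. That rounding was tried after seeing the values. The fit without moderation, also chosen after seeing the values, gave let-7b an unadjusted p under 0.05. The exact permutation test gave p = 0.0195. It was planned before the fits, but after the RPM values of Additional file 1 had been read. Both of these pass at 0.05, and the fold change does not. Rescaling without the 2 most abundant miRNAs and limma-trend, both also planned before the fits, gave 9 calls. So did the fits without BPR bird 6, without PeM bird 10 and without PeM bird 16. Limma-voom, which was chosen after seeing the values, gave 9 as well. Let-7b was not among the calls of any of these.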

Other observations

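The counts of other splits, the thinning and the test of the clustering were set before their results were seen; the tests of birds left out of the choice of miRNAs, of ratios, of sums, of miR-2954 and of the primer were chosen only after the result was seen. Rescaling itself was set earlier, and its use to test the most abundant pair as an explanation was chosen after its result was seen. Splits of the 12 birds into 6 and 6 were drawn from the 140 that part both same-numbered pairs, as the real split does, 100 in all with the real one included. The other splits mix the breeds. Of the 100, 4 gave at least 8 DE miRNAs and 2 gave at least 5 with an adjusted p under 0.05. The other 99 had a median of 1 DE miRNA and a highest count of 9. The calls are thus more than most splits of these birds give, and a few other splits give as many.

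The difference in depth was tested by thinning every bird to 3021 reads, 100 times, with a pseudocount of 100. A median of 7 of the 8 DE miRNAs were still called. MiR-126-3p was called in 100 draws, miR-221-5p in 99, miR-2131-5p in 98 and miR-10a-5p in 92. MiR-146b-5p was called in 89, miR-206 in 86, miR-125b-5p in 69 and miR-146c-5p in 47. When RPM was rescaled without the 2 most abundant miRNAs, which take 51.92% of the reads, 8 of the 8 were still called. The rescaling moved the log2 fold changes little, for miR-2131-5p from 1.39 to 1.37, so it is a weak test of the abundant pair. The difference in depth does not account for most of the calls.

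The clustering by breed may come in part from choosing the miRNAs on the same birds. With the 9 miRNAs of lowest p chosen anew for each of the 100 splits, 6 splits, the real one included, separated all 12 birds, and the other 99, of which 5 did so, placed a median of 10. When the 9 miRNAs were chosen without 1 bird at a time, 12 of 12 birds left out were nearer to their own breed. The choice of miRNAs thus remains as an explanation of a tree that separates every bird, while the birds left out of the choice were still placed with their breed.

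For some miRNAs, similar sequences leave open which member changed. The log2 ratio of miR-146b-5p to miR-146c-5p was higher in PeM by 0.78, in 5 of 6 birds (exact permutation test, p = 0.052), and that of miR-10a-5p to miR-10b-5p by 0.35 (p = 0.225, exact permutation test). In all 12 birds the values of these 4 miRNAs were whole reads, so there was no sign of reads divided in fractions between them. Whole reads assigned to the wrong member of a pair would leave no such sign, and neither ratio test separates the change from that. The sum of let-7b and let-7c-5p was higher by 0.19 on the log2 scale (exact permutation test, p = 0.0714). In the 3 birds in which let-7b and let-7c-5p were not whole reads their sum was whole, so reads may have been divided between them, and a difference of let-7b alone cannot be told apart from that.

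MiR-221-5p rose by 1.27 in PeM on the log2 scale, and miR-221-3p, from the same hairpin, by 0.33 (limma adjusted p = 0.588). The log2 ratio of the arms was higher in PeM by 0.95, in 6 of 6 birds above the BPR mean. With p = 0.0584 in the exact permutation test it cannot be told apart from variation between birds. With 1 bird left out, the log2 fold change of miR-221-3p ran from 0.064, without BPR bird 6, to 0.452. BPR bird 6 had 19 reads of miR-221-5p and 7 of miR-221-3p, and the ratio was not tested without it.

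MIR2131 lies 3 places from MIR2954 in the order of genes on the Z chromosome of GRCg7b. If a higher dosage of Z in the PeM birds lay behind the rise of miR-2131-5p, miR-2954 would be higher in PeM too. Its log2 fold change was -0.62 (limma adjusted p = 0.353), so it was not higher in PeM. With 1 bird left out it ran from -0.796 to -0.358, and it was called lower in 3 of those 12 fits. At the few reads given below, this is only weak evidence against a higher dosage in PeM. It is no evidence against a lower dosage in PeM or a dosage that varies among the PeM birds. MiR-2954 was at 1746 to 2105 RPM in the BPR birds, while in PeM it was at 693, 2275, 2317, 508, 1029 and 2303 RPM in birds 1, 4, 5, 8, 10 and 16. The PeM values thus lie on both sides of the BPR range, at an average of 7.7 reads per bird, and the heterogeneity of their reads (permutation of reads among the birds, p = 0.051) cannot be told apart from counting noise. The sex of the BPR birds is not given in the labels, and the breed label of the PeM birds reads pedigree male broiler. No biological explanation was tested.

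In the paper's Table 1, the primer for miR-2131-5p (CTGTTACTGTTCTTCTGATGG) is not the DNA form of the sequence in its Table 2 (AUGCAGAAGUGCACGGAAACAGCU). As RNA, it pairs with that sequence at -16 kcal per mol, more stably than 96.89% of 10000 shuffles of itself (median -9.8). A candidate explanation is that it belongs to the opposite arm of the hairpin, in which case the qPCR value of miR-2131-5p would concern that arm.

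In the paper's Additional file 2, 118 rows are targets of miRNAs that are up-regulated in PeM, and 116 of them have a negative mRNA fold change. The other 2 are positive: SLC30A1, a target of let-7b, with the paper's value of 1.46, and RAP1B, a target of miR-2131-5p, with the paper's value of 1.34. The 35 targets of miR-206 are all positive. MiR-2131-5p has 59 of the 153 rows, and 10 rows are given for miR-146 without a letter.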
